A study of Mus musculus with 6 samples. Its data were reported in "The HUSH complex controls brain architecture and protocadherin fidelity" (2022).

How the data were processed

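Whole brains of mice at postnatal day 14 were profiled by RNA sequencing, with 1 library per brain. Per the labels, 3 brains were controls with 1 floxed Mphosph8 allele and the Nestin-Cre transgene, and 3 carried a floxed allele on both chromosomes with the same transgene (labelled Mphosph8∆n and called Mphosph8 mutant here). Nestin-Cre is a recombinase expressed in the developing nervous system, where it removes the floxed part of the gene. Both groups carried the transgene. The study's text describes the controls by the transgene alone and names no floxed allele for them, and the labels were followed here.

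The authors made polyA-selected libraries, sequenced single reads of 50 bases, trimmed them, removed reads of ribosomal, mitochondrial, phiX and adapter sequence, aligned the rest with STAR to GRCm38 and counted reads per Ensembl gene with featureCounts. The deposited values are raw counts per gene, not normalised, for 54532 gene identifiers in each library. The strand setting and the handling of reads that fall in several genes are not given in the sources used here, so both were checked on the counts. Of 454 genes whose exons lie wholly within exons of genes on the opposite strand, 27.5% had at least 10 counts over the 6 libraries, against 33.5% of 42753 genes with no exonic overlap. Of 702 genes whose exons lie wholly within exons of genes on the same strand, 0.285% did. The counts therefore behaved as if strand was used and reads in more than 1 gene on the same strand were left out. For the alpha and gamma protocadherins, whose members share their last exons, the counts come from the exons that belong to 1 member. Reads of repeat families were not analysed here.

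Symbols, coordinates, biotypes and exon numbers were taken from the GENCODE M21 annotation of GRCm38, which matched 54495 of the identifiers. The symbol Pcdha10 was not in that annotation, and 2 identifiers carried the symbol Pcdha11, so the alpha list still held 14 identifiers. A gene was called single-exon when every annotated transcript had 1 exon. To see which genes can share reads with a copy elsewhere, each called or named gene's transcripts were divided into words of 50 bases, and the share found in transcripts of another gene that did not overlap it on the same strand was recorded. For the clustered protocadherins, the words lying wholly in exonic bases of 1 member alone were also searched in the transcripts of all other genes, members of the same array included. Only annotated transcripts entered these searches.

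The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) with filterByExpr, TMM normalisation and genotype as the only term, fitted to all 6 libraries. Adjusted p-values are Benjamini-Hochberg values over the 16731 genes tested. A gene was called when its adjusted p was under 0.05 and its fold change over 2. Standard errors of log2 fold changes were derived from the F statistic. CPM values use the effective library size. Totals per protocadherin subcluster were summed as CPM and compared by an exact two-sided permutation test of 3 against 3 libraries, which cannot give a p below 0.1. Gene sets were tested with camera (limma 3.58.1, preset correlation 0.01) on log2 CPM with a prior count of 2, and with fry beside it, with adjustment over the 11 sets. The sets were the 3 protocadherin subclusters, non-clustered protocadherins, genes beside the cluster, partners of MPP8 in the HUSH complex, markers of neurons, astrocytes, oligodendrocytes and microglia, and genes whose symbol begins with Zfp. Single-exon genes were counted with Fisher's exact test, two-sided.

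The genes named in the text follow a rule fixed before the data were examined. It took Mphosph8, the HUSH partners, Pcdhb2, Pcdhb14, Rbfox3, Gfap, Taf7 and Slc25a2, the 5 genes with the smallest adjusted p among those called higher outside the clustered protocadherins, all genes called lower when there were 5 or fewer, the tested member with the largest and the smallest log2 fold change of each subcluster, the 3 single-exon genes with the largest log2 fold change among those called higher, and 5 sex-linked genes as counts per library. Genes named outside this rule, in the report and in the closing parts, were chosen after their values were seen, except the progenitor and lineage genes. Tests under Other observations that were chosen after the result was seen are listed there. The other tests, the gene lists and the alternatives were also fixed before the data were examined. These alternatives were RLE size factors, DESeq2 1.42.0, limma-voom, no filter on low counts, at least 1 CPM in 3 libraries, each library left out in turn, the replicate number as a block, removal of a GC trend per library (loess span 0.3), other fold thresholds, and protein-coding genes only. For the count of clustered protocadherins, the test against a 1.5-fold change was added after the data were seen.

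Depth ran from 12956880 to 15223424 counts per library. The steps were tested on simulated data, drawn for the comparison of mutant against control from the libraries' own means, dispersions and sizes, with 200 genes changed. edgeR recovered 99.0% of the 194 changed genes that passed its filter among 16542 genes, 0.518% of its calls were false, and no gene was called when no gene was changed. DESeq2 recovered 94.5% of the 200 over 16731 genes. All simulated changes were well past the 2-fold limit. The shares recovered therefore do not apply to changes near that limit, where many of the called genes lie. For a gene with 1 to 3 counts over the controls, the ratio of summed counts is given with its exact 95% binomial (Clopper-Pearson) interval, and for a gene with no control count the ratio is given against a floor of 3 counts over the group. These intervals and the floor cover counting error only, since reads without molecular identifiers are not independent molecules.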

Results

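MPP8, the product of Mphosph8, is part of the HUSH complex, which represses transcription from chromatin marked by histone H3 lysine 9 trimethylation. To see which transcripts change when the gene is deleted in the nervous system, RNA of whole mouse brains was sequenced at postnatal day 14 in 3 control brains, which were heterozygous for the floxed allele per the labels, and 3 Mphosph8 mutant brains. The control libraries held 15223424, 13711891 and 14555239 counts, and the mutant libraries 12956880, 13195455 and 13668385. Between 25461 and 25743 genes had at least 1 count in a library. The single gene with the most counts, the brain RNA Bc1, took from 1.97% to 4.22% of a library. Replicates of a group differed by more than sampling noise in every pair, with chi-square values per degree of freedom from 3.67 to 13.6, so no library was counted as a repeat of another.

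Mphosph8 (ENSMUSG00000079184, chromosome 14, 56668248 to 56697430, GRCm38) was examined first, as a check of the labels. Its level was 58.4 ± 11.3 CPM in control and 28.9 ± 3.63 CPM in mutant brains (SD, n = 3), and every mutant library, at 33.1, 27.2 and 26.5 CPM, was below every control library, at 55.8, 48.6 and 70.7 CPM. The log2 fold change was -1.02 ± 0.12 (SE), with an edgeR adjusted p of 0.000157. Counts over the whole gene include transcripts outside the deleted part, and the controls had 1 intact allele per the labels. The alternative that moved the value most was the fit without control replicate 3, which gave -0.85 with an adjusted p of 0.000942 and so put the gene below the 2-fold limit. The fits without mutant replicates 2 and 3 also did so, at -0.98 and -0.96.

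**Figure D1:**
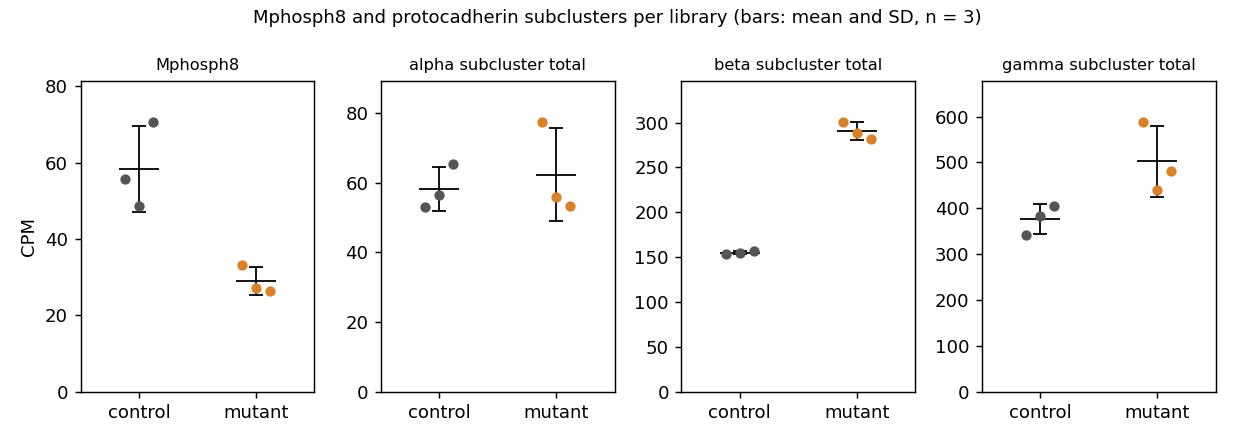
Level of Mphosph8 and summed level of the alpha, beta and gamma protocadherin subclusters in CPM, 1 point per library, with the mean and SD of 3 control and 3 mutant brains. Mphosph8 lies between 26.5 and 33.1 CPM in the mutant brains, and the beta total lies between 281 and 301 CPM in the mutant brains against 153 to 157 CPM in the controls.

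Across the 16731 genes tested, 60 were called, of which 59 were higher and 1 was lower in mutant brains. The gene called lower was Mphosph8 itself. At an adjusted p under 0.05 without a fold limit, 89 genes were higher and 16 lower, and 1089 genes had an unadjusted p under 0.05. DESeq2 called 53 genes higher and 2 lower. With no fold threshold 105 genes were called, and edgeR's test against a 1.5-fold change kept 31 of the 60. Of the genes called higher, 38 were protein coding and 21 were pseudogenes, noncoding RNAs or other biotypes.

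**Figure D2:**
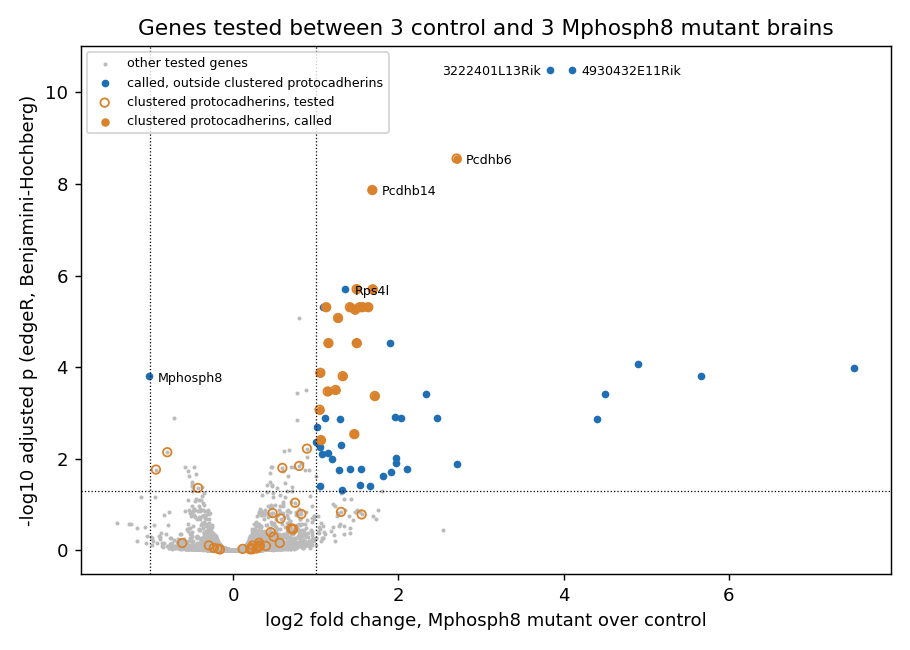
Log2 fold change (mutant over control) against -log10 of the edgeR adjusted p for the 16731 genes tested, with the adjusted p of 0.05 and the 2-fold limits as dotted lines. Of the called genes, 59 lie to the right and Mphosph8 alone to the left, and the fitted fold changes of 4 genes with 3 or fewer counts over the controls depend on the prior count.

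The clustered protocadherins are cell adhesion molecules encoded in 3 neighbouring arrays, alpha, beta and gamma, between 36930184 and 37841873 on chromosome 18. Of the 58 members, 56 were tested and 21 were called higher, which is 35.6% of all genes called higher, and edgeR, DESeq2 and limma-voom called 0 lower on all 6 libraries. Without control replicate 1, edgeR called Pcdha12 lower. In edgeR, 3 members were lower at an adjusted p under 0.05 without reaching the 2-fold limit, and 4 at an unadjusted p under 0.05. Adjusted over the list alone, 23 members passed both thresholds. The study centred on this cluster in the same libraries, so this second count is not independent evidence. DESeq2 and limma-voom each called the same 21 members, and the fit without mutant replicate 1 called 18. With no fold threshold 27 members were called, and edgeR's test against a 1.5-fold change, chosen for this count after the data were seen, kept 16 of the 21.

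The arrays differed in how many members were called. No member of the 13 tested alpha genes was called, against 10 of 21 beta genes and 11 of 22 gamma genes, and the difference between arrays was not tested. All 21 beta members had a positive log2 fold change, from 0.12 to 2.71 with a median of 0.75, under TMM, RLE and DESeq2 size factors alike. Pcdhb6 (ENSMUSG00000051678, 37333921 to 37337674) rose from 3.35 ± 0.582 to 21.8 ± 1.18 CPM (SD, n = 3), a log2 fold change of 2.71 ± 0.14 (SE) with an edgeR adjusted p of 2.78e-09. Of its 50-base words, 7.54% also occur in other genes, and across the beta members this share reached 11.99%. In the exons that belong to 1 member alone, the share reached 28.6% among alpha members, for Pcdha6, and 16.8% among gamma members, for Pcdhgb1, both named after their values were seen, so counts of such members are uncertain. Pcdhb22 changed least, by 0.12 ± 0.10 with an edgeR adjusted p of 0.935. The study measured Pcdhb14 and Pcdhb2 with other assays as well. Here Pcdhb14 rose from 10.8 ± 0.135 to 34.7 ± 1.23 CPM, with a log2 fold change of 1.69 ± 0.10 and an edgeR adjusted p of 1.36e-08. Pcdhb2 rose from 1.59 ± 0.152 to 4.41 ± 0.891 CPM, with 1.47 ± 0.23 and an edgeR adjusted p of 0.00291.

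The gamma members had a median log2 fold change of 1.02, with 17 higher and 5 lower. Pcdhgb8, annotated as a polymorphic pseudogene, rose most, by 1.72 ± 0.23 (SE) with an edgeR adjusted p of 0.000427. Pcdhgc4 fell most, from 21.1 ± 2.84 to 12.2 ± 2.31 CPM (SD, n = 3), at -0.80 ± 0.14 with an edgeR adjusted p of 0.00723. Without control replicate 3 or mutant replicate 2 its adjusted p was 0.0647 and 0.0625. The alpha members had a median of 0.57, with 10 higher and 3 lower. Pcdha8 had the largest value, 1.56 ± 0.43, which was not past the threshold (edgeR adjusted p 0.165), at 0.674 ± 0.249 CPM in controls and 2.01 ± 1.24 CPM in mutants. With no filter on low counts its adjusted p was 0.00143. Without mutant replicate 1, which had 3.44 CPM against 1.34 and 1.24 CPM in the other mutant libraries, the log2 fold change was 0.94 with an edgeR adjusted p of 0.469. Pcdha12 had the smallest, -0.93 ± 0.18 with an edgeR adjusted p of 0.0173, which rose to between 0.0918 and 0.1 in the fits without control replicate 2, control replicate 3 or mutant replicate 2. Without control replicate 1 it was at -1.01 with an edgeR adjusted p of 0.029 and so was called lower. Part of Pcdha12 overlaps an exon on the opposite strand. Of the words in their own exons, 18.8% for Pcdha8 and 13.3% for Pcdha12 occur in other genes, so their counts are uncertain.

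**Figure D3:**
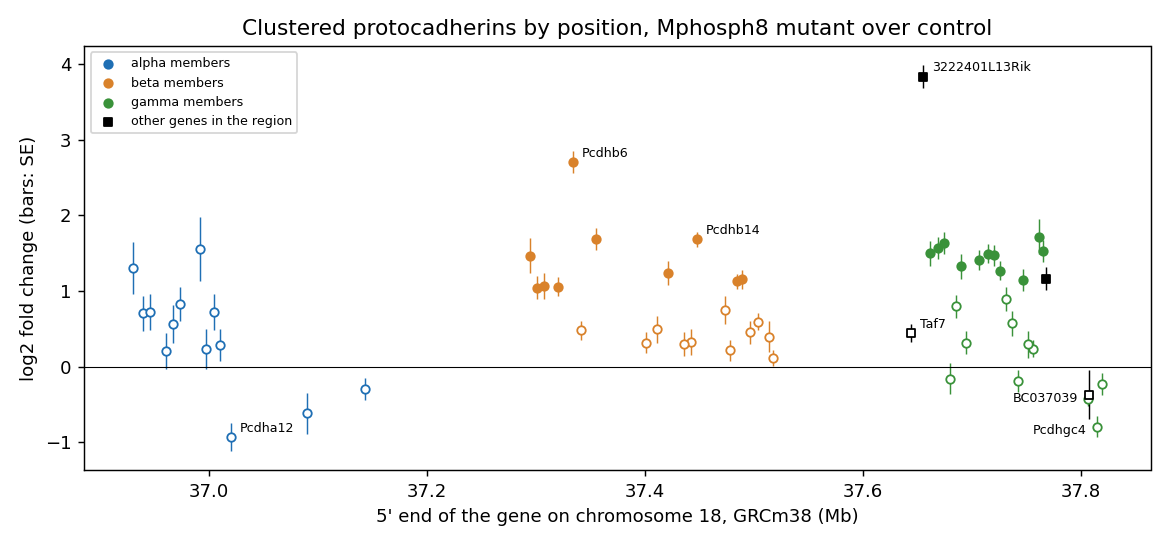
Log2 fold change (mutant over control, bars SE) of the tested clustered protocadherins and 4 other tested genes of the region by the position of their 5′ end on chromosome 18 (GRCm38, Mb), filled where called. The filled points are 10 beta and 11 gamma members and 2 other genes, and the open points below 0 include Pcdha12, Pcdhgc4 and BC037039.

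Summed over members, the beta subcluster rose from 155 ± 1.53 to 290.3 ± 10.1 CPM (SD, n = 3), 1.87 times the control level, with no overlap between the groups. The gamma subcluster rose from 376 ± 32.7 to 503 ± 77.6 CPM, 1.34 times, also without overlap. Each gave an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow. The alpha subcluster, at 58.3 ± 6.34 and 62.4 ± 13.3 CPM, differed by less than the spread between replicates (exact two-sided permutation p 0.8), and its log2 ratio of 0.10 became -0.09 without mutant replicate 1. The mean of the alpha members' log2 CPM, which gives each member equal weight, rose by 0.38. Its exact two-sided permutation p was 0.1, the smallest possible.

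Within the cluster region, Taf7 (2 exons, minus strand) changed by 0.44 ± 0.12 (SE) and was not past the threshold (edgeR adjusted p 0.169). Slc25a2 was not tested, with 8 counts over the controls and 11 over the mutants, so a small change was not detectable at this depth. A large rise would have been detectable, since Gm13136 was called with 2 counts over the controls and 65 over the mutants. The long noncoding RNA 3222401L13Rik (ENSMUSG00000073590, plus strand, 37655451 to 37661742, 1 exon) rose from 1.75 ± 0.255 to 25.0 ± 1.63 CPM (SD, n = 3), with a log2 fold change of 3.84 ± 0.15 and an edgeR adjusted p of 3.23e-11. None of its 50-base words occurred in another annotated gene. The other called gene of the region was Gm26672, named here after its values were seen, at 1.16. Of its 6918 exonic bases, 5187 lie opposite exons on the other strand. The remaining tested gene, BC037039, also named after its values were seen, is an antisense RNA that overlaps exons on the opposite strand. It was at -0.37 ± 0.32 (SE) with an edgeR adjusted p of 0.931. Without mutant replicate 1, which had 6.48 CPM against 2.09 and 2.18 CPM in the other mutant libraries, it was called lower, at -1.10 with an edgeR adjusted p of 0.0317.

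Outside the clustered protocadherins 38 genes were called higher. After 3222401L13Rik, the genes with the smallest adjusted p were 4930432E11Rik, Rps4l, Gm5124 and Map10. 4930432E11Rik (ENSMUSG00000046958, chromosome 7, 29558579 to 29582169), a transcribed unitary pseudogene with 2328 exonic bases opposite exons on the other strand, rose from 2.81 ± 0.731 to 48.6 ± 7.56 CPM (SD, n = 3), with a log2 fold change of 4.1 ± 0.16 (SE) and an edgeR adjusted p of 3.23e-11. Rps4l, a single-exon transcribed processed pseudogene (chromosome 6, 148354656 to 148355598), rose from 16.7 ± 1.76 to 42.8 ± 5.19 CPM, with 1.36 ± 0.11 and an edgeR adjusted p of 1.98e-06, and 14.9% of its words occur in another pseudogene. Gm5124, a transcribed processed pseudogene (chromosome X, 21360865 to 21364622) that overlaps exons on the opposite strand, rose by 1.08 ± 0.10 with an edgeR adjusted p of 4.91e-06. Map10, a protein-coding gene with 1 exon (chromosome 8, 125669818 to 125673359), rose from 4.0 ± 0.628 to 11.2 ± 0.834 CPM, by 1.49 ± 0.16 with an edgeR adjusted p of 2.84e-05. For 13 of the 38 genes, more than 10% of the words occur in another gene, so their counts are uncertain.

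The study counted genes without introns apart, and exon numbers were compared here. Among the 38 genes called higher outside the clustered protocadherins, 12 had a single exon (31.6%), against 1242 of the other 16627 tested genes (7.47%), an odds ratio of 5.72 (95% interval 2.62 to 11.8, Fisher's exact test, two-sided, p 1.34e-05). These counts take in all biotypes. Of the protein-coding genes called higher outside the clustered protocadherins, 5 of 18 had 1 exon in every coding transcript (27.8%). Among 14431 other protein-coding genes, 317 did (2.20%). The odds ratio for protein-coding genes was 17.1 (95% interval 4.75 to 51.5, Fisher's exact test, two-sided, p 3.6e-05). Over all biotypes and without a filter on low counts, the odds ratio was 1.68, with a p of 0.0583. The 3 single-exon genes with the largest log2 fold change were Smarca5-ps, Gm13136 and 3222401L13Rik. Smarca5-ps had 1 count over the controls and 64 over the mutants, a ratio of 70.2 with a counting interval of 12.2 to 2816. Gm13136 had 2 and 65 counts, a ratio of 35.7 with an interval of 9.48 to 301. Of their words, 62.3% and 77.1% occur in other genes, so their counts are uncertain.

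The other subunits and partners of the complex were examined next. Fam208a, which encodes the HUSH subunit TASOR, rose from 49.9 ± 6.43 to 85.2 ± 14.5 CPM (SD, n = 3), a log2 fold change of 0.77 ± 0.12 (SE) with an edgeR adjusted p of 0.00141. Morc2a rose from 58.4 ± 6.28 to 79.4 ± 4.1 CPM, by 0.45 ± 0.09 with an edgeR adjusted p of 0.0208, and its adjusted p was above 0.05 in 5 of the 6 fits that left out a library. Both had all 3 mutant values above all 3 control values and lay below the 2-fold limit. Pphln1 at -0.05, Setdb1 at -0.09, Atf7ip at 0.09 and Fam208b at 0.02 had mutant values that overlapped the control values, with edgeR adjusted p from 0.931 to 0.994, and the signs of Pphln1 and Fam208b changed under some alternatives. As a set the 6 genes were not past the threshold (camera adjusted p 0.0783).

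Among the 11 gene sets, camera put 4 past an adjusted p of 0.05. The beta set had a median log2 fold change of 0.76 on the log CPM scale (adjusted p 3.84e-37), the gamma set 1.00 (2.06e-19) and the alpha set 0.53 (0.00251). The oligodendrocyte markers were lower in 8 of 8 genes, with a median of -0.40 and a camera adjusted p of 2.61e-07. Under fry, the beta (6.03e-05) and gamma (0.038) sets held, and under an estimated correlation only the beta set (0.0041). Non-clustered protocadherins (0.545), genes beside the cluster (0.95), neuron (0.95), astrocyte (0.296) and microglia (0.374) markers and genes named Zfp (0.374) were not past the threshold. For the genes beside the cluster the median was negative, at -0.05, and the mean positive, at 0.004. The neuronal gene Rbfox3 changed by 0.08 ± 0.09 (SE, edgeR adjusted p 0.95) and the astrocytic gene Gfap by -0.24 ± 0.12 (0.804), neither past the threshold, and both had mutant values that overlapped the control values.

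The sex-linked genes separated 1 library from the rest. Control replicate 3 had 1338 counts of Ddx3y, 1398 of Eif2s3y, 602 of Kdm5d and 303 of Uty, and 27 of Xist. The other 5 libraries together had 1 count of these Y-linked genes, in mutant replicate 3, and between 11130 and 17697 counts of Xist each. The labels used here give no sex. Without control replicate 3, 47 genes were called, of which 44 were among the 60.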

Values the study reported

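For protein-coding genes, the study reported 55 genes as up-regulated and 2 as down-regulated, with Mphosph8 among the latter, at more than a 2-fold change. It counted 21 of the 55 in the protocadherin cluster of chromosome 18, and found 11 further up-regulated genes made of a single exon.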

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

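The alternatives were chosen before the data were examined, except the test against a 1.5-fold change for the clustered protocadherins, which was chosen after seeing the data. The clustered protocadherins called stayed between 16, with that test, and 27 under the 18 alternatives, and 18 of the 21 were called in each of the 6 fits that left out a library. The Mphosph8 log2 fold change kept its direction and an adjusted p under 0.05 under all 14 alternatives, from -1.13 to -0.85.

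The number of genes called was 60 and went to 96 with no filter on low counts, to 105 with no fold threshold and to 31 with edgeR's test against a 1.5-fold change. Fits without 1 library called between 47 and 67. Of genes called higher, there were 89 with no fold threshold and 31 with the test against 1.5-fold, and the fits without 1 library gave 45 to 62. The fold threshold's effect follows from its construction. The number called lower was 1 and is fragile: it was 2 with DESeq2, 2 with protein-coding genes only, 4 with a fold change over 1.5, 11 with no filter, 16 with no fold threshold, 0 with the test against 1.5-fold, and 0 to 5 without 1 library. With DESeq2, with protein-coding genes only, and with the replicate block with or without GC correction, the second gene called lower was Slc6a4. The cause was not tested, except that the 11 without a filter include Y-linked genes, whose counts come from control replicate 3. Without mutant replicate 2 or mutant replicate 3 no gene was called lower, since Mphosph8 was then below the fold limit.

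The replicate numbers are shared between the groups, but same-numbered libraries did not deviate together (correlations 0.10, -0.05 and 0.08). These values gave no sign that the numbers pair the brains. With 3 pairs they cannot exclude it, and the study describes the control and mutant brains as littermates. With the replicate block, 2 genes were called lower and 60 higher, with the block and GC correction 2 lower and 59 higher, and 21 clustered protocadherins were called in both.

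The alpha and gamma totals depended on how members were weighted. The beta total did not, with a log2 ratio of 0.91, 0.88 as the mean of log2 CPM and 0.88 without its largest member. The mean of log2 CPM gave a log2 ratio of 0.38 for alpha and 0.78 for gamma, and leaving out the member with the most counts, Pcdhac2 or Pcdhgc3, gave 0.35 and 0.84, against 0.10 and 0.42. These members fell while the rest of their array rose: Pcdhac2 went from 26.0 to 21.2 CPM and the other alpha members from 32.3 to 41.2 CPM, and Pcdhgc3 from 165 to 123 CPM and the other gamma members from 212 to 380.1 CPM. For alpha, the mean of log2 CPM and the total without Pcdhac2 each gave an exact two-sided permutation p of 0.1. The full alpha total gave 0.8. The fits without 1 library ran from -0.091, without mutant replicate 1, to 0.20 for alpha, and from 0.29 to 0.51 for gamma. The cause of the change of sign without mutant replicate 1 was not tested.

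Of the gene sets, alpha went to an adjusted p of 0.527 with fry, 0.564 with an estimated correlation and 6.51e-05 to 0.1 without 1 library, where the fit without mutant replicate 1 was the one above 0.05. Gamma went to 0.307 with an estimated correlation, and the oligodendrocyte markers to 0.128 with fry and 0.307 with an estimated correlation. Of the sets not past the threshold, astrocyte markers kept direction and side under all 12 alternatives, and the others changed direction or passed it in single fits: genes beside the cluster reversed with no filter (0.88) and without control replicate 1 (0.699), mutant replicate 1 (0.976) or mutant replicate 3 (0.917), non-clustered protocadherins without control replicate 1 (0.801) or mutant replicate 1 (0.1), neuron markers without control replicate 1 (0.661) or mutant replicate 3 (0.878), microglia markers without control replicate 3 (0.865) and genes named Zfp without mutant replicate 2 (0.908). Without 1 library the adjusted p ran from 0.674 to 0.976 for genes beside the cluster, from 0.1 to 0.801 for non-clustered protocadherins, from 0.591 to 0.93 for neuron, from 0.0513 to 0.917 for microglia, from 0.0185 to 0.284 for HUSH partners and from 0.0227 to 0.908 for genes named Zfp. HUSH partners passed without control replicate 3 (0.0266) and without mutant replicate 1 (0.0185), and genes named Zfp without mutant replicate 1 (0.0227). The cause was not tested.

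The single-exon odds ratio stayed above 1, from 1.68 with no filter (p 0.0583) to 17.1 for protein-coding genes with 1 exon, and from 4.90 to 9.89 without 1 library. For the 24 other named genes, 319 of 336 alternatives kept direction and side of the threshold, 10 were weaker and 1, Pcdha8 with no filter, was past the threshold. Fam208b reversed to -0.011 with GC correction and -0.015 with the replicate block and GC correction, and ran from -0.046 to 0.12 without 1 library. Pphln1 ran from -0.11 to 0.0095, with the last value without mutant replicate 3. The alternatives for repeat families were not run. Genes with few counts were not tested, such as Pcdhb1, with 4 counts over the controls and 10 over the mutants, and Pcdha4, with 0 and 3. Only 396 words of 50 bases lie in exons of Pcdha4 alone, against 2090 to 4459 for the other alpha members, so its low count is not put down to depth.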

Other observations

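The tests of other splits, of the sex of control replicate 3, of the C-type members, of variation between animals in the oligodendrocyte markers, of GC content for Fam208a and Morc2a, and of chance placement were chosen after the result was seen. Genes named in this part outside the rule given with the processing were also chosen after their values were seen, except the progenitor and lineage genes.

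The number of genes called lower here was 1, and it was 2 with DESeq2 and 2 with protein-coding genes only. The first of these is lower than the value quoted from the study above, and the others equal it. The number of protein-coding genes called higher was 38, and 41 with protein-coding genes only. Both are lower than the value quoted from the study above. DESeq2 called 53 genes higher over all biotypes, and its protein-coding genes were not counted apart. It lost 7 of the genes edgeR called, of which Vinac1 alone was protein coding, and gained 2, of which Slc6a4 was lower. Its number of protein-coding genes called higher was thus close to that of edgeR and also below the study's value.

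Other splits of the 6 libraries into 3 and 3 were fitted in the same way. Of the 10 splits, 1 called as many genes and 1 called as many clustered protocadherins, in each case the real split. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count alone. A single-exon p as small was also given by 1 split, the real one, but the other 9 called 0 genes, so this comparison says nothing about single-exon genes. For the gene sets, 6 of the 10 splits put as many sets past the camera threshold as the real one, so the number of sets past it says nothing about genotype.

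Control replicate 3 was the only library with Y-linked counts. If its sex had made the calls, few should have stayed without it, but 44 of the 60 did, against 47 and 49 without control replicates 1 and 2. A sex difference as the source of most calls is argued against. Mphosph8 was below the 2-fold limit in that fit, but still lower, at -0.85 with an edgeR adjusted p of 0.000942. All 59 genes called higher, including those lost in that fit, had every mutant library above every control library. Control replicates 1 and 2, which had no Y-linked counts, were thus below the mutants for these genes. This argues against the sex of control replicate 3 as the only source of the lost calls, while a smaller contribution stays open.

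While 48 of the 51 other tested clustered protocadherins were higher, all 5 C-type members, Pcdhac1, Pcdhac2, Pcdhgc3, Pcdhgc4 and Pcdhgc5, were lower, with a median log2 fold change of -0.42 under TMM size factors and the same sign under RLE and DESeq2. Of these, 2 had an edgeR adjusted p under 0.05. Of the 50-base words in the exons that belong to 1 C-type member alone, the largest share found in any other gene, members of the same array included, was 0%, which argues against reads shared between paralogs. After GC correction the median was -0.42, although the adjusted p of Pcdhgc3 went from 0.0437 to 0.0561. Neuron markers had a median of -0.038 and ran from -0.16 to 0.17, which argues against a loss of neurons in general. A candidate explanation that stays open is a change of promoter use within the cluster; it was not tested, and the group was named after its values were seen.

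The oligodendrocyte markers were lower in every mutant library, with mean log2 CPM of 10.12, 10.04 and 9.85 against 10.46, 10.39 and 10.22, an exact two-sided permutation p of 0.1, the smallest possible. The difference was -0.35 and stayed between -0.42 and -0.28 without any 1 library. In edgeR's test of single genes, Mog (adjusted p 0.0351) and Cldn11 (0.0496) were past 0.05, and so were Trf (0.00130), Fa2h (0.0156), Mal (0.0241) and Ugt8a (0.0395), which were named after their values were seen. Mog and Cldn11 were past it in 1 of the 6 fits that left out a library, that without mutant replicate 1, and ran up to 0.227 and 0.363 without mutant replicate 3. As a set, the markers had an adjusted p of 2.61e-07 with camera, 0.128 with fry and 0.307 with an estimated correlation. Since these tests differ, variation between animals cannot be told apart from genotype. A smaller number of cells of the whole lineage may be a cause: Pdgfra, Cspg4, Gpr17, Sox10 and Olig2, genes of progenitors and of the lineage, had a median of -0.15 against -0.40 for the 8 oligodendrocyte markers, which include Olig1 at -0.068 ± 0.086 (SE, edgeR adjusted p 0.962). Pdgfra was at 0.01 and Cspg4 at -0.02, while Sox10 was at -0.29 ± 0.09 (SE), so fewer cells and delayed maturation cannot be told apart.

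Fam208a and Morc2a rose in mutant brains. GC content could move genes alike, but after removal of the GC trend the larger of their 2 adjusted p was 0.0176. A response of the complex's genes to loss of MPP8 is a hypothesis that these libraries do not test further, and the adjusted p of Morc2a was above 0.05 in 5 of the 6 fits that left out a library. Fam208a lies on chromosome 14, as Mphosph8 does, so a linked strain region carried with the floxed allele also stays open for it. By immunoblot, the study reported to some extent more MORC2A protein in Mphosph8 mutant brains.

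Outside the cluster region, 9 of the 36 genes called higher lay within 500 kb of another, against 1.06 on average in 10000 draws of tested genes matched on expression (permutation p 0.000600). The count moved with single libraries. It was 4 of 24 without control replicate 1 (permutation p 0.0212), 4 of 26 without mutant replicate 3 (0.0283), and between 6 and 11 in the other 4 fits (0.000200 to 0.00220). Chance placement is argued against, although the groups rest on few genes. The genes were Trdc and Gm43305 on chromosome 14, Smarca5-ps and Zfp990 and then Gm16503 and Gm13136 on chromosome 4, and Catsperg1, 4930432E11Rik and A330087D11Rik on chromosome 7. Reads shared between neighbours could produce such pairs, but 0 of these genes shared a 50-base word with the called neighbour. Transcripts were searched in their own direction only. A330087D11Rik lies within the span of 4930432E11Rik on the opposite strand, so reads assigned to the wrong strand stay open for this pair. Sharing with copies that were not called stays open, since Gm13136, Smarca5-ps, Catsperg1, Zfp990 and Gm43305 have 77.1%, 62.3%, 43.0%, 29.1% and 16.4% of their words in other genes. A regional loss of repression may explain the groups and was not tested. Zfp990 had 0 counts over the controls and 65 over the mutants, a ratio of 23.8 against the floor of 3 counts, which is a convention and not a lower limit.

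Of the 291 tested genes within 20 Mb of Mphosph8 on chromosome 14, 3 were called, Myh7, Trdc and Gm43305, against 35 of 16373 elsewhere outside the clustered protocadherins (Fisher's exact test, two-sided, p 0.0284). Of these 291 genes, 0 were called without control replicate 3, 1 without mutant replicate 2, and 2 or 3 in the other 4 fits. The window was chosen after the calls were seen, Trdc and Gm43305 are neighbours, and 1 library removes the pattern, so chance placement and a linked strain region carried with the floxed allele, which differs in copy between the groups per the labels, cannot be told apart.

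The genes called higher outside the clustered protocadherins had a median longest exon of 2468 bases, against 1608 in 10000 expression-matched draws (one-sided permutation p 0.00200). Expression level is argued against as the source. Among the 26 with more than 1 exon the medians were 1962 and 1444 bases, with a one-sided permutation p of 0.0609, so single-exon genes alone may account for the difference and it cannot be told apart from a preference for long exons in general.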
